A study of Mus musculus with 36 samples. Its data were reported in "m6A and the NEXT complex direct Xist RNA turnover and X-inactivation dynamics" (2025).

How the data were processed

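Newly made RNA was followed by SLAM-seq in mouse embryonic stem cells (mES cells). In this assay the uridine analogue 4-thiouridine (4sU) is taken up into new RNA, iodoacetamide modifies it, and reverse transcription then reads the modified base as C, so that a T-to-C mismatch marks RNA made during the pulse. The 36 libraries came from 3 degron lines, in which METTL3 (clone 12D), YTHDC1 (clone Y12H) or ZCCHC8 (clone Z12H) carries a tag that sends the protein to degradation when the small molecule dTAG-13 is added. Each line had 2 arms, Ctrl without dTAG-13 and dTAG with dTAG-13 from 2 h before Xist induction. Xist was induced from a TetOn promoter on one X chromosome with doxycycline at 1 µg/ml for 20 h before and 4 h during a pulse of 500 µM 4sU. The pulse was followed by a chase with 50 mM uridine for 0, 90 or 180 min, and every combination had 2 replicates, giving 18 groups. Groups and replicate numbers were taken from the sample labels.

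The authors discarded reads that aligned to ribosomal RNA, aligned the rest to the mouse genome (build mm10) with STAR, keeping unique end-to-end alignments with a limit on mismatches, and ran GRAND-SLAM over the 6 libraries of each line and replicate. Their gene annotation came from UCSC, without a stated release. The GRAND-SLAM version, the use of strand in counting and any filter on genes were not stated. A limit on mismatches can remove reads with many conversions, so that strongly labelled RNA is counted lower in libraries with more label. The deposited count columns hold raw read counts per gene, without normalization, as whole numbers. The new-to-total ratio deposited by the authors is a fraction from 0 to 1, the share of a gene's reads that GRAND-SLAM assigns to new RNA, given as the maximum of its posterior (MAP) and as the posterior mean. GRAND-SLAM estimated it separately in each of the 6 tables. For Xist label and half-lives, arms were therefore compared within a table before replicates were set side by side. The main test of changed decay pooled both tables of a line, with a replicate block as an alternative. The deposited conversion and coverage values, given for all and for overlapping (double-hit) parts of read pairs, are sums over reads with 4 significant digits kept. Of 217001 coverage values of at least 10000, 100% ended in 0. The tables had 324 columns that were used, and 108 further columns of the libraries, the shape parameters of the ratio's posterior and 1 further quantity of each library, were not used here. The tables listed 20070 to 20640 genes each, 22979 in any and 18419 in all. GENCODE annotation M21 (mm10) gave a position to 22925 of them, of which 851 are X-linked.

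Depth was 5274684 to 18652000 reads per library, with 9547507 to 18652000 in the METTL3 line, 10397753 to 16129632 in the YTHDC1 line and 5274684 to 10257631 in the ZCCHC8 line. Replicates of each group differed by more than sampling noise, with a chi-square per degree of freedom from 2.45 to 77.9, so no library was counted as a copy of another.

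The Xist T-to-C rate was the number of conversions divided by T coverage, with a 95% Wilson interval per library. Such intervals cover counting error only, since reads made by PCR are not independent molecules. No background was subtracted, because no unlabelled library and no rate of other mismatches was used here. A half-life was fitted log-linearly over the chase in each replicate and arm, and the ratio of dTAG to Ctrl was formed within a replicate. With 3 equally spaced times such a slope depends on the 0 and 180 min values alone. The T-to-C rate is a share of all Xist reads, so it falls through decay and also through new, unlabelled Xist. In 36 simulated curves of 1 gene each, the fit differed from the true half-life by at most 3.46%.

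Read counts were tested in each line, 6 dTAG against 6 Ctrl libraries, with chase time as a factor (edgeR 4.0.16, filterByExpr, TMM, robust quasi-likelihood F test, Benjamini-Hochberg adjustment over all genes tested, threshold 0.05). The SE of a log2 fold change is its size divided by the square root of F. Levels are given as CPM, the reads of a gene scaled to a common library total. Differences between lines were tested as interactions over all 36 libraries, each counted as independent, and were not refitted with summed libraries. Changed decay was tested on log2 of the MAP ratio with limma 3.58.1 as the interaction of arm and chase time in hours, over genes with at least 100 reads and a ratio of at least 0.02 in every library of the line. The X-linked shift is the median log2 fold change of X-linked genes other than Xist minus that of autosomal genes, tested with camera (preset correlation) and with fry, with adjustment over the 3 lines. Other software was DESeq2 1.42.0, R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

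The tests were tried on simulated counts with 200 genes changed by 1 on the log2 scale. Of these, 68% were recovered among 14413 genes with METTL3 means and spread, 91.5% among 14199 with those of YTHDC1 and 100% among 13962 with those of ZCCHC8, with 11, 5 and 8 false calls. For decay, with 200 genes changed by 0.5 per h on the log2 scale, 74.5% of them were recovered among 8289 simulated genes of the METTL3 line, 97.5% among 8820 of the YTHDC1 line and 97% among 7251 of the ZCCHC8 line. This change is larger than the whole rate of loss of Xist label in every main half-life fit. Smaller changes were not simulated, so the shares recovered say nothing about them.

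The replicate numbers pair the libraries. According to the reporting summary of the study, wells of one biological replicate came from one batch of cells and were divided at random. Deviations of Ctrl and dTAG libraries of one number from their group means correlated across genes with r from 0.746 to 0.88 in the METTL3 and YTHDC1 lines and from 0.343 to 0.383 in the ZCCHC8 line. The fit without a replicate block is given first, and a fit with the block is given where it changed a call or a count.

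Genes to be named were set before the data were examined: Xist, the 3 tagged genes, Kcnq1ot1, Neat1 and Malat1, and in each line the 3 largest rises and 3 largest falls among changed genes with at least 100 reads on average and the same direction in all 6 pairs of libraries, and for decay the 3 genes with the smallest adjusted p. Symbols of predicted genes (numbered Gm symbols and bare identifiers) were passed over without a test of whether they share reads. The design of each test and the list of alternatives were also set before the data were examined, and 2 alternatives for each half-life were added afterwards. Alternatives were other normalization, DESeq2, other filters, a replicate block, summed or 0 min libraries, each replicate left out, and other measures of label and other fits for decay. Comparisons of Xist label have 2 values per arm and were not tested.

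Because the use of strand in counting was not stated, a gene that overlaps another on the opposite strand is uncertain. This holds for Xist, which overlaps Tsix, and for Mettl3, Eras, Bmp4, Slco2b1, Rab39b, Cebpz, Mipol1, 4932422M17Rik, BC049715, Galnt2, Mrm3, Pelo, Rpp25l and Malat1. On the same strand other annotated genes overlap Xist, Ythdc1, Neat1, Malat1, Galnt2, Mipol1, Pelo and Slfn9. Acot1, Slfn9 and Apol8 belong to gene families with similar members, and unique alignment can shift their counts. Allelic origin of reads, Kcnq1ot1 and Tsix were not analysed here.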

Results

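SLAM-seq was used to ask whether the depletion of METTL3, YTHDC1 or ZCCHC8 alters the turnover of Xist, the long noncoding RNA that silences one X chromosome. METTL3 is the catalytic subunit of the complex that writes N6-methyladenosine (m6A), YTHDC1 is a nuclear reader of m6A, and ZCCHC8 is a subunit of the NEXT complex, which hands nuclear RNA to the exosome. The data comprised 36 libraries in 18 groups of 2 replicates, with 12 libraries per line and 6 per line and arm. Depth ranged from 5274684 to 18652000 reads per library and was lowest in the ZCCHC8 line, at 5274684 to 10257631 reads.

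The degron acts on protein, and the mRNA of the tagged genes was examined first. Mettl3 (ENSMUSG00000022160, chromosome 14, 52294841 to 52305128, mm10) was at 57.5 ± 3.45 CPM in Ctrl and 58.8 ± 4.19 CPM in dTAG libraries of the METTL3 line (SD, n = 6), a log2 fold change of 0.013 (SE 0.087, edgeR adjusted p 0.943). In the ZCCHC8 line, Zcchc8 (ENSMUSG00000029427, chromosome 5, 123698294 to 123721100) was at 35.0 ± 6.60 CPM in Ctrl and 36.6 ± 4.90 CPM in dTAG libraries (SD, n = 6), which did not differ (log2 fold change 0.07, SE 0.068, edgeR adjusted p 0.436). Ythdc1 (ENSMUSG00000035851, chromosome 5, 86804221 to 86836659) rose in the YTHDC1 line from 244.9 ± 63.3 to 369.3 ± 44.1 CPM (SD, n = 6), a log2 fold change of 0.60 (SE 0.096, edgeR adjusted p 0.00487, higher in 6 of 6 pairs). In replicate 1 alone it was 0.63 and did not pass the threshold. In the METTL3 line Ythdc1 also rose, by 0.61 on the log2 scale (SE 0.12, edgeR adjusted p 0.00534, 6 of 6 pairs), which was 0.37 in replicate 2 alone and 0.84 in replicate 1 alone, both past the threshold. These mRNA levels do not show the loss of the proteins, which was not analysed here.

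Label on Xist (ENSMUSG00000086503, lincRNA, X chromosome, 103460366 to 103483254, minus strand, mm10) was measured as the T-to-C rate over all Xist reads. At 0 min of chase the rate in Ctrl replicates 1 and 2 was 4.93% and 6.04% in the METTL3 line, 6.02% and 6.13% in the YTHDC1 line, and 6.62% and 6.76% in the ZCCHC8 line. In dTAG it was 3.55% and 5.45%, 4.88% and 5.76%, and 4.88% and 5.59%. The widest 95% Wilson interval among these libraries was 5.89% to 6.16%, so replicates differed by more than counting error in most groups. The dTAG to Ctrl ratio at 0 min was 0.811 ± 0.128 in the METTL3 line, 0.874 ± 0.0908 in the YTHDC1 line and 0.782 ± 0.0631 in the ZCCHC8 line (SD, n = 2). It was below 1 in both replicates of every line. Dividing by the median rate of expressed genes in the same library moved the METTL3 ratio to 0.933 ± 0.0971, with replicate 2 at 1.00, and the ZCCHC8 ratio to 0.885 ± 0.0311.

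The rate fell over the chase in both arms of every line. After 180 min, 49.5 ± 3.04% of the 0 min rate was left in Ctrl and 51.6 ± 2.16% in dTAG libraries of the METTL3 line, 44.0 ± 3.89% and 43.5 ± 3.45% in the YTHDC1 line, and 50.6 ± 6.20% and 55.3 ± 6.21% in the ZCCHC8 line (SD, n = 2).

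**Figure D1:**
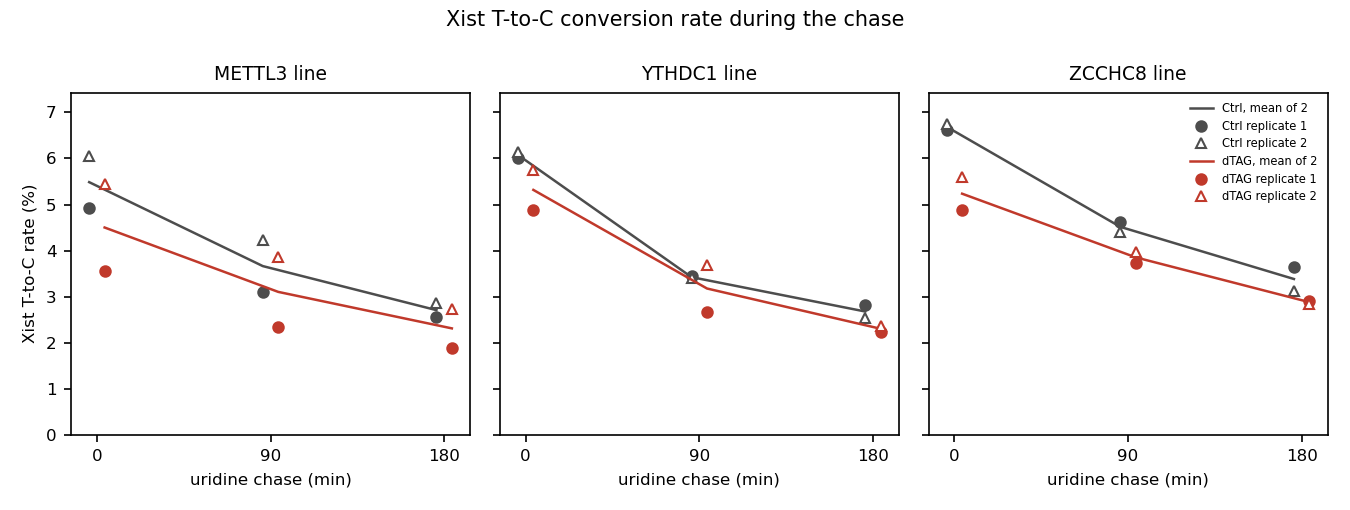
Xist T-to-C rate in percent (y axis) against minutes of uridine chase (x axis) in each line, with filled circles for replicate 1, open triangles for replicate 2, lines for the mean of both, Ctrl in grey and dTAG in red. The dTAG rate starts below Ctrl at 0 min in every line, and on average 43.5 to 55.3% of the 0 min rate is left at 180 min; the arms are drawn slightly apart sideways.

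The fitted half-life of Xist label in the METTL3 line was 178 ± 15.5 min in Ctrl and 189 ± 11.9 min in dTAG libraries (SD, n = 2), with a ratio within replicates of 1.06 ± 0.0258. In the YTHDC1 line it was 153 ± 16.4 min and 150.1 ± 14.3 min, with a ratio of 0.984 ± 0.0123. In the ZCCHC8 line it was 185 ± 33.2 min and 213 ± 40.2 min, with a ratio of 1.15 ± 0.0111. The difference between arms in each line was smaller than the SD between replicates, although the ratio within replicates was 1.16 and 1.14 in the ZCCHC8 line, 1.04 and 1.08 in the METTL3 line, and 0.975 and 0.993 in the YTHDC1 line. No exact permutation test of 2 values against 2 can pass the threshold, and the half-lives were not tested. The rate is a share of Xist reads, so synthesis of unlabelled Xist during the chase enters these values. Labelled Xist in CPM, from the MAP ratio, fell from 0 to 180 min only in METTL3 dTAG replicate 1, to 0.905 of its start. The half-lives therefore describe the labelled share and not the loss of labelled molecules. An estimate from the new-to-total ratio at 0 min under steady state moved the METTL3 ratio most, to 1.46 ± 0.0392. This estimate assumes a constant level, whereas Xist reads rose over the chase in every series. It was not corrected for label of other genes, whose median MAP value at 0 min was also lower in METTL3 dTAG libraries. In the ZCCHC8 line, the half-life ratio was 0.998 ± 0.0401 from the 90 and 180 min libraries alone. From the 0 and 90 min libraries it was 1.29 ± 0.0518, so its departure from 1 rests on the 0 min libraries. In the YTHDC1 line, the 0 and 90 min libraries gave 1.12 ± 0.288, on the other side of 1. There the steady-state estimate gave 1.11 ± 0.0016 and the double-hit rate, added afterwards, 1.07 ± 0.012, each above 1 in both replicates. Means below 1 came from the MAP ratio and the posterior mean (0.875 ± 0.167 each) and from the 90 and 180 min libraries (0.916 ± 0.361).

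Xist level was compared with and without dTAG-13. In the METTL3 line Xist rose from 863.8 ± 320.3 to 1219.6 ± 276.6 CPM (SD, n = 6), a log2 fold change of 0.51 (SE 0.14, edgeR adjusted p 0.0246) that was positive in 5 of 6 pairs. The value depended on the replicate. It was 0.29 in replicate 2 alone and 0.79 in replicate 1 alone, and the fit with the 3 chase libraries of a replicate summed, 2 against 2, gave 0.48 and did not pass the threshold. Of the 32 splits of the libraries that part every pair, 2 gave a change as large, the real one included, and 336 genes with at least as many conversions per read and at least as large a fall in them had a median log2 fold change of 0.35. In the YTHDC1 line Xist was at 682.3 ± 264.0 CPM in Ctrl and 567.0 ± 209.0 CPM in dTAG libraries (SD, n = 6), a log2 fold change of -0.27 (SE 0.13, edgeR adjusted p 0.279), lower in 5 of 6 pairs and not past the threshold. In replicate 2 alone it was -0.32 and passed the threshold. In the ZCCHC8 line Xist rose from 1270.1 ± 374.0 to 2165.3 ± 599.3 CPM (SD, n = 6), a log2 fold change of 0.78 (SE 0.11, edgeR adjusted p 0.000216), higher in 6 of 6 pairs. Replicate 2 alone gave 0.83 and did not pass the threshold, and replicate 1 alone gave 0.73.

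**Figure D2:**
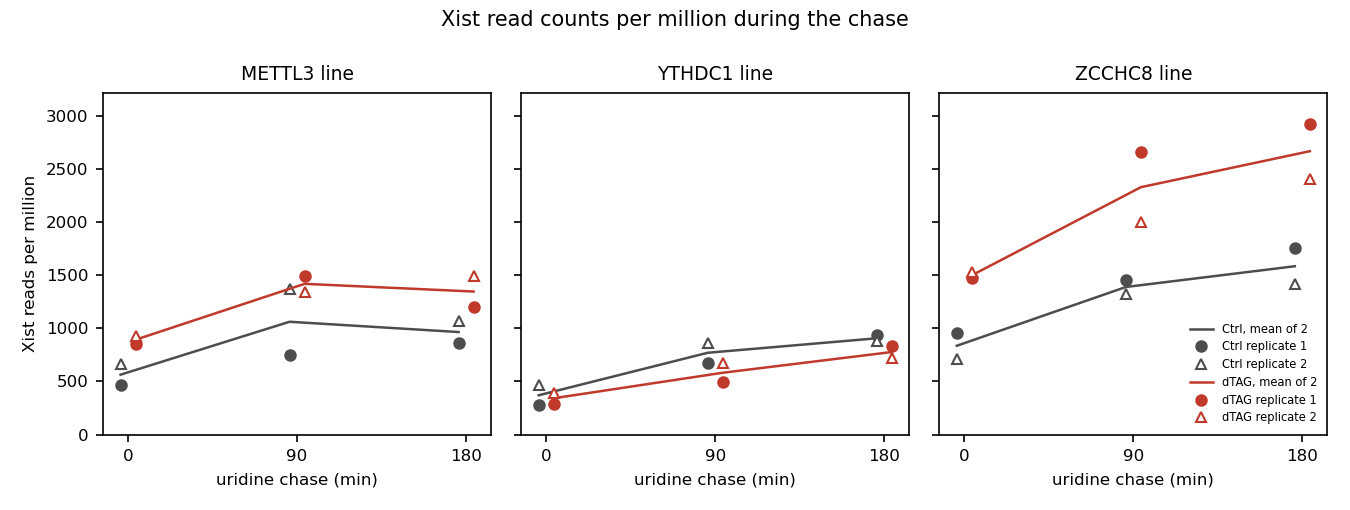
Xist level in CPM (y axis) against minutes of uridine chase (x axis) in each line, with filled circles for replicate 1, open triangles for replicate 2, lines for the mean of both, Ctrl in grey and dTAG in red. With the arms drawn slightly apart sideways, levels are higher at 180 than at 0 min in every series, and dTAG lies above Ctrl in 6 of 6 pairs of the ZCCHC8 line and 5 of 6 pairs of the METTL3 line.

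The difference between depletions was tested directly over all 36 libraries. The Xist response was larger in METTL3 than in YTHDC1 depletion by 0.78 on the log2 scale (SE 0.19, edgeR adjusted p 0.00296, or 0.000423 over the 3 line pairs). It was larger in ZCCHC8 than in YTHDC1 depletion by 1.05 (SE 0.19, edgeR adjusted p 0.000186, or 1.4e-05 over the 3 pairs). Within single replicates these differences ranged from 0.61 to 1.01 and from 0.96 to 1.15. ZCCHC8 and METTL3 depletion differed by 0.27 (SE 0.19, edgeR adjusted p 0.33), which was 0.54 in replicate 2 alone and -0.045 in replicate 1 alone. These tests count every library as independent, although libraries of one replicate share a batch of cells. The differences were not refitted with the chase libraries of a replicate summed. Each line is one clone with its own controls.

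Among other nuclear noncoding RNAs, Neat1 (ENSMUSG00000092274, chromosome 19, 5824708 to 5845478) rose in the ZCCHC8 line from 137.3 ± 76.0 to 271.2 ± 135.0 CPM (SD, n = 6), a log2 fold change of 1.06 (SE 0.15, edgeR adjusted p 0.000416, 6 of 6 pairs). Malat1 (ENSMUSG00000092341, chromosome 19, 5795690 to 5802672) rose in that line by 0.35 (SE 0.066, edgeR adjusted p 0.000295, 5 of 6 pairs). Neither passed the threshold in the METTL3 line, with log2 fold changes of 0.46 (SE 0.27) for Neat1 and 0.18 (SE 0.16) for Malat1, or in the YTHDC1 line, with -0.22 (SE 0.18) for Neat1 and -0.010 (SE 0.10) for Malat1. Fits within one replicate changed these calls. Neat1 in the METTL3 line passed the threshold in replicate 2 alone (0.55) and in replicate 1 alone (0.47), and Malat1 passed it in replicate 1 alone (0.37). In the YTHDC1 line Neat1 (-0.28) and Malat1 (-0.16) passed it in replicate 2 alone, while Malat1 was at 0.14 in replicate 1 alone. With the replicate block the fall of Neat1 in the YTHDC1 line passed it, at -0.21. Kcnq1ot1 was not analysed here.

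Across the transcriptome, METTL3 depletion changed 2898 of 14413 genes (1629 higher and 1269 lower), of which 795 by more than 2-fold. YTHDC1 depletion changed 746 of 14199 genes (352 higher and 394 lower), 79 of them by more than 2-fold, and ZCCHC8 depletion 5533 of 13962 (2804 higher and 2729 lower), 667 by more than 2-fold. Taking the replicate as a block moved the METTL3 and YTHDC1 counts most among fits of 6 against 6 libraries, to 6994 and 3875, and gave 6405 in the ZCCHC8 line. Within replicates 2 and 1 alone the counts were 7472 and 5717, 3555 and 1335, and 5091 and 3409 in the 3 lines.

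In the METTL3 line the largest rise among genes that met the naming rule was that of Hpdl (ENSMUSG00000043155, chromosome 4, 116819904 to 116821707), from 3.25 ± 0.987 to 17.0 ± 8.79 CPM (SD, n = 6), a log2 fold change of 2.31 (SE 0.27, edgeR adjusted p 0.000359). Eras (ENSMUSG00000031160, X chromosome, 7924276 to 7928607), which overlaps another gene on the opposite strand, rose by 2.19 (SE 0.18, edgeR adjusted p 7.33e-05), and Bmp4 (ENSMUSG00000021835, chromosome 14, 46383520 to 46390669) by 1.88 (SE 0.22, edgeR adjusted p 0.0003). The largest falls were those of Slco2b1 (ENSMUSG00000030737, chromosome 7, 99657804 to 99711340; log2 fold change -2.35, SE 0.26), Rgs14 (ENSMUSG00000052087, chromosome 13, 55369732 to 55384687; -2.30, SE 0.33) and Apol8 (ENSMUSG00000056656, chromosome 15, 77747798 to 77757003; -2.01, SE 0.20), with edgeR adjusted p of 0.000245, 0.000942 and 0.000155. All 6 genes moved the same way in 6 of 6 pairs.

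In the YTHDC1 line Cebpz (ENSMUSG00000024081, chromosome 17, 78919006 to 78937066) fell from 345.8 ± 49.1 to 87.9 ± 4.85 CPM (SD, n = 6), a log2 fold change of -2.00 (SE 0.087, edgeR adjusted p 7.31e-07). Mipol1 (ENSMUSG00000047022, chromosome 12, 57230427 to 57497199) fell by 1.35 on the log2 scale (SE 0.10, edgeR adjusted p 8.75e-05) and Slfn9 (ENSMUSG00000069793, chromosome 11, 82978390 to 82991830) fell by 1.23 (SE 0.19, edgeR adjusted p 0.00411). Rises were smaller, with 0.95 (SE 0.10) for Acot1 (ENSMUSG00000072949, chromosome 12, 84009490 to 84018371), 0.95 (SE 0.11) for Rab39b (ENSMUSG00000031202, X chromosome, 75572046 to 75578231) and 0.86 (SE 0.12) for 1500011B03Rik (ENSMUSG00000072694, chromosome 5, 114808196 to 114823468). Their edgeR adjusted p were 0.000943, 0.000995 and 0.00271. Mipol1 and Cebpz overlap other genes, and Slfn9 and Acot1 have similar family members, which leaves their counts uncertain.

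In the ZCCHC8 line the lincRNA 4932422M17Rik (ENSMUSG00000105881, chromosome 5, 123138931 to 123141569), which overlaps other genes on the opposite strand, rose from 3.07 ± 1.31 to 39.3 ± 8.48 CPM (SD, n = 6), a log2 fold change of 3.68 (SE 0.13, edgeR adjusted p 2.66e-16). Clec11a (ENSMUSG00000004473, chromosome 7, 44302687 to 44306902) rose by 3.48 (SE 0.091, edgeR adjusted p 2.67e-19) and BC049715 (ENSMUSG00000047515, chromosome 6, 136827626 to 136840662) by 3.33 (SE 0.12, edgeR adjusted p 7.6e-17). Falls were smaller, at -1.26 (SE 0.071) for Galnt2 (ENSMUSG00000089704, chromosome 8, 124231391 to 124345724), -1.16 (SE 0.061) for Usp11 (ENSMUSG00000031066, X chromosome, 20703906 to 20720539) and -1.14 (SE 0.12) for Fam81a (ENSMUSG00000032224, chromosome 9, 70088511 to 70142560), with edgeR adjusted p of 7.01e-13, 1.83e-13 and 3.93e-08. Of 362 lincRNA genes tested in this line, 233 were higher and 6 lower, with a median log2 fold change of 0.93. In the METTL3 line 36 of 336 were higher and 36 lower, and in the YTHDC1 line 16 of 320 were higher and 11 lower.

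Loss of label over the chase was then compared between arms for every gene with enough reads. In the METTL3 line 35 of 8289 genes had a changed slope of the new-to-total ratio, all slower in dTAG libraries (594 at an unadjusted p under 0.05). No gene passed the threshold among 8820 in the YTHDC1 line (195 unadjusted) or 7251 in the ZCCHC8 line (147 unadjusted). Leaving out replicate 2 moved the METTL3 count most, to 447 genes, of which 362 were faster. With the replicate block it was 89, of which 8 were faster. The smallest adjusted p in the METTL3 line were those of Mrm3 (ENSMUSG00000038046, chromosome 11, 76243715 to 76250619; slope difference 0.52 log2 units per h, SE 0.084), Pelo (ENSMUSG00000042275, chromosome 13, 115088355 to 115090186; 0.59, SE 0.099) and Rpp25l (ENSMUSG00000036114, chromosome 4, 41712033 to 41713534; 0.55, SE 0.098), with limma adjusted p of 0.00356, 0.00406 and 0.00619. These 3 genes overlap others in the annotation, and Rpp25l (0.54) did not pass the threshold in replicate 2 alone. The 35 genes started from less label in dTAG libraries, with a median ratio at 0 min of 0.422 against 0.881 in Ctrl and at 180 min of 0.448 against 0.357, and 3 of 80 drawn splits of the libraries gave as many genes, the real one included. For Xist the slope differed between arms by -0.0024 (SE 0.099) in the METTL3 line, -0.031 (SE 0.070) in the YTHDC1 line and 0.0031 (SE 0.059) in the ZCCHC8 line, with limma adjusted p of 0.997, 1.00 and 1.00. The simulations held only a much larger change, so a smaller change in the loss of Xist label is not excluded.

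Faster silencing of one X chromosome would lower X-linked RNA as a group, so the shift of X-linked against autosomal genes was measured. In the ZCCHC8 line 496 X-linked genes had a shift of -0.22 on the log2 scale (camera adjusted p 4.83e-08), negative in 6 of 6 pairs (-0.26 to -0.14). In the YTHDC1 line 519 genes had a shift of 0.094 (camera adjusted p 0.000928), positive in 6 of 6 pairs (0.043 to 0.11). Both calls also held under fry, with adjusted p of 1.36e-05 in the ZCCHC8 line and 0.0002 in the YTHDC1 line. In replicate 1 alone neither held under fry (0.0869 and 0.185), and in replicate 2 alone both did. In the METTL3 line the shift of 534 genes was -0.049 (camera adjusted p 0.324) and was negative in 4 of 6 pairs. It was -0.14 in replicate 2 alone, past the threshold, and 0.016 in replicate 1 alone. Directly compared, the shift was lower in METTL3 than in YTHDC1 depletion by a difference of -0.16, in ZCCHC8 than in YTHDC1 depletion by -0.30 and in ZCCHC8 than in METTL3 depletion by -0.16, with camera adjusted p of 0.00891, 1.64e-09 and 0.00891 and fry adjusted p of 0.0178, 7.68e-05 and 0.0246.

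**Figure D3:**
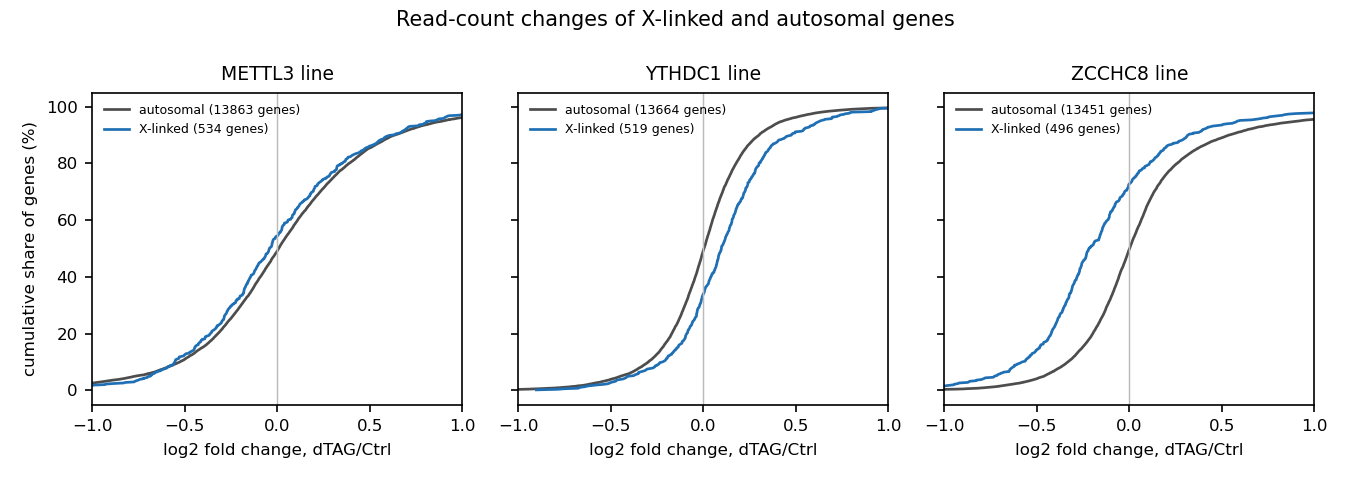
Cumulative share of genes (y axis) against the log2 fold change of dTAG over Ctrl (x axis, ending at -1 and 1) in each line, with autosomal genes in grey and X-linked genes in blue. The X-linked curve lies to the left in the ZCCHC8 line (shift -0.22) and to the right in the YTHDC1 line (0.094), and the curves of the METTL3 line differ by -0.049.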

Values the study reported

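The study reported that Xist RNA in chromatin-associated RNA rose up to about 2-fold after METTL3 was depleted. From earlier imaging of labelled Xist molecules in wild-type cells it gave 140 min as the time within which Xist turned over while Xist was expanding on the chromosome, and 220 min once levels were steady. These are times to turnover and not half-lives. After METTL3 depletion the study saw little turnover within 220 min in either phase. It also reported reduced Xist turnover after METTL3 depletion from SLAM-seq.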

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

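Among the tests in this part, those of abundant genes, of Ythdc1 in the ZCCHC8 line, of genes with at least as many conversions, of matched lists in the METTL3 line and of splits that part every pair were chosen only after the result was seen. Each result here is a dTAG response that differed between lines in a test of the difference itself.

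The Xist response was larger after METTL3 than after YTHDC1 depletion by 0.78 on the log2 scale, and larger after ZCCHC8 than after YTHDC1 depletion by 1.05. Of 80 drawn splits of a line's 12 libraries into 6 and 6, out of 462 possible, 3 gave an Xist change as large in the METTL3 line, 7 in the YTHDC1 line and 2 in the ZCCHC8 line, the real split included. Of the 32 that part every pair it was 2, 2 and 1; the other split exchanges the 90 min pair of replicate 2 in the METTL3 line and the 0 min pair of replicate 1 in the YTHDC1 line, which went against the rest. So the rise in the ZCCHC8 line is beyond chance in both sets, that in the METTL3 line in the drawn set only, and the fall in the YTHDC1 line in neither. The share of reads taken by the 10 most abundant genes differed between arms by at most 0.311 percentage points, too little to move Xist. Loss of highly converted reads could raise counts in less labelled dTAG libraries. Among genes of like label Xist lay at percentile 98.95 of 285 in the ZCCHC8 line and 94.88 of 215 in the METTL3 line, but these carried fewer conversions per read (medians 1.99 against 2.60 and 1.61 against 2.07). Among genes with at least as many conversions and at least as large a fall in them it lay at 94.1 of 168 and 62.5 of 336, with medians of -0.0096 and 0.35 for these genes. The tests leave the loss open in both lines, more so in the METTL3 line. Each depletion was done in one clone, so clone and depletion are confounded, and a different response to loss of each protein stays open and untested.

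Ythdc1 mRNA rose in the METTL3 and YTHDC1 lines and not in the ZCCHC8 line, with differences of -0.58 (ZCCHC8 minus YTHDC1, edgeR adjusted p 0.00464) and -0.59 (ZCCHC8 minus METTL3, edgeR adjusted p 0.00199). A response to dTAG-13 itself would appear in every line, and the log2 fold change in the ZCCHC8 line was 0.0162. A response of the transcript to loss of m6A or of its own protein may be a candidate explanation, and differences between clones are not excluded.

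Neat1 rose more after ZCCHC8 than after YTHDC1 depletion, by 1.29 (edgeR adjusted p 0.00197). Other lincRNA genes rose in the ZCCHC8 line too, and 10000 lists of protein-coding genes matched on expression had medians of at most 0.2294, so low expression does not account for that rise. Reads from annotated genes that overlap Neat1 on its strand could contribute and were not separated. Loss of a nuclear RNA decay factor is a candidate explanation and was not tested apart from the clone.

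The X-linked shift differed in all 3 comparisons of lines, by -0.164 (METTL3 minus YTHDC1), -0.295 (ZCCHC8 minus YTHDC1) and -0.158 (ZCCHC8 minus METTL3). As large a shift was found in 1 of 80 drawn splits in the ZCCHC8 line, 3 of 80 in the YTHDC1 line and 49 of 80 in the METTL3 line. Of the 32 splits that part every pair it was 1, 1 and 6, so the METTL3 shift is not beyond chance in either set. That line's shift was -0.14 without replicate 1 and 0.016 without replicate 2, and the comparisons with it rest on both replicates. Autosomal lists matched on expression and length reached medians of -0.0418 at the lowest in the ZCCHC8 line and 0.0493 at the highest in the YTHDC1 line, against X-linked medians of -0.22 and 0.098. For METTL3 the X-linked median of -0.042 lay at percentile 0.63 of such lists, so expression and length do not account for it, while other splits of the libraries do give as much. Loss of one X chromosome in part of the ZCCHC8 dTAG cells would lower escape genes too, yet the median of 6 escape genes was 0.085, at percentile 99.81 of matched X-linked lists. In the YTHDC1 and METTL3 lines the escape medians were -0.058 and -0.023, at percentiles 7.37 and 72.72. The lower X-linked RNA in the ZCCHC8 line may therefore reflect more silencing, a hypothesis that total reads cannot settle without allelic counts, which were not analysed here.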

How the results depend on the processing

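The alternatives comprised 463 values of 57 results. Of 147 values of main comparisons, 97 kept their direction and their side of the threshold (or stayed within 1 SD or 1.5 times), 42 moved, 3 were weaker, 3 stronger and 2 reversed. Of 316 values of single genes, 270 were kept, 31 were weaker, 7 stronger and 8 reversed, and 29 of the weaker ones came from fits of 2 against 2 libraries, which have fewer samples. Unless a cause is given, the cause was not tested.

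The half-life ratio from the MAP ratio was 1.13 (METTL3), 0.875 (YTHDC1) and 1.01 (ZCCHC8), and from the posterior mean 1.13, 0.875 and 1.01, with an SD between replicates up to 0.991. The nonlinear fit gave 1.02 in YTHDC1 and 1.18 in ZCCHC8, the 0 and 90 min libraries 1.12 and 1.29, and the 90 and 180 min libraries 1.02 (METTL3), 0.916 (YTHDC1) and 0.998 (ZCCHC8). The 0 min ratio under steady state gave 1.46, 1.11 and 1.28. Of the alternatives chosen after seeing the data, the double-hit rate gave 1.07 (YTHDC1) and 1.05 (ZCCHC8), and subtracting a library background 1.01 and 1.13. With either replicate left out the ratio was 1.04 to 1.08 (METTL3), 0.975 to 0.993 (YTHDC1) and 1.14 to 1.16 (ZCCHC8). The ZCCHC8 label ratio at 0 min was 0.875 from the MAP ratio and 0.885 after division by the library median.

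For the Xist log2 fold change, 2 against 2 fits in the METTL3 line gave 0.48 (summed) and 0.64 (0 min), no longer past the threshold with fewer samples. Leaving out a replicate gave 0.29 to 0.79 in the METTL3 line, -0.32 to -0.23 in the YTHDC1 line, past the threshold only without replicate 1, and 0.73 to 0.83 in the ZCCHC8 line, not past it without replicate 1. Such fits hold libraries of one batch, so spread between batches is absent from them. The adjusted p over all alternatives ranged from 3.08e-08 to 0.682 in METTL3, from 1.3e-06 to 1.00 in YTHDC1 and from 1.84e-65 to 0.0627 in ZCCHC8, where the lowest came from the fit without a filter, whose SE of 0.043 lies far below the 0.11 of the filtered fit. The difference of ZCCHC8 and METTL3 responses ran from -0.045 (without replicate 2, reversed) to 0.54 (without replicate 1, past the threshold).

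With the replicate block, Xist was at 0.53, -0.27 and 0.78 in the 3 lines. The block raised the count of changed genes to 6994 in METTL3, among them all 2898, and to 3875 in YTHDC1, and genes with changed decay in METTL3 to 89. It changed no other call except Neat1 in YTHDC1 (-0.21). DESeq2 gave 1156 changed genes in YTHDC1. Fits of summed libraries gave 0 genes in METTL3 (1433 unadjusted) and 0 in YTHDC1 (696 unadjusted), and 0 min libraries alone gave 0 (1512 unadjusted), 0 (512 unadjusted) and 1373 in ZCCHC8. With a replicate left out, the counts were 5717 to 7472, 1335 to 3555 and 3409 to 5091. For decay, at least 30 reads gave 17 genes in METTL3, of which 10 were among the 35 of the main fit. Leaving out a replicate gave 30 to 447, 20 to 31 and 33 to 86 genes. The 30 METTL3 genes without replicate 1 held 10 of the 35, and 5 of the 30 were faster. The 447 without replicate 2 held all 35. The METTL3 X-linked shift ran from -0.14 (without replicate 1, past the threshold) to 0.016 (without replicate 2, reversed).

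Values of single genes reversed as follows: Mettl3 in METTL3 at -0.0068 without a filter and -0.0021 with at least 10 reads, Malat1 in METTL3 at -0.0097 from 0 min libraries, Malat1 in YTHDC1 from -0.16 (without replicate 1) to 0.14 (without replicate 2), and Ythdc1 in ZCCHC8 at -0.0029 with RLE size factors, -0.0029 with DESeq2, -0.0067 without a filter and -0.0037 with summed libraries. Alternatives for Kcnq1ot1 were not run. Depth was lowest in the ZCCHC8 line, and with 2 replicates per group half-lives were not tested.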

Other observations

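Tests on label at 0 min, on conversions per new read, on the fall of label in replicate 2, on the starting label of the decay genes, on the mean rise of Xist, on genes with at least as many conversions and on splits that part every pair were chosen only after the result was seen.

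The counts of changed genes were set against other splits of the libraries. The real split gave the most genes in each line, in 1 of 80 drawn splits and 1 of 32 splits that part every pair in the METTL3, YTHDC1 and ZCCHC8 lines alike. Admixture of fibroblast feeder cells was tested with 16 marker genes, of which 11, 10 and 11 were expressed in the METTL3, YTHDC1 and ZCCHC8 lines. Their median change lay at percentiles 82.61, 96.21 and 51.36 of matched lists, and the most abundant, Col5a1, went from 25.1 to 28.4, 24.6 to 28.7 and 38.3 to 33.3 CPM. Summed markers went from 97.0 ± 27.3 to 119.0 ± 36.2, 91.1 ± 23.6 to 112.7 ± 23.5 and 124.2 ± 13.9 to 126.9 ± 9.47 CPM (SD, n = 6), while 320, 38 and 56 genes fell by over 2-fold, which a small admixture cannot do. A small admixture may remain, since 10 of 11, 9 of 10 and 7 of 11 markers were higher.

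As many genes as the 35 METTL3 genes with slower loss of label came from 3 of 80 drawn splits, the real one included. The largest count from another drawn split was 698. Counts as large as 35 also came from 5 of the 32 that part every pair. The other 4 of these all exchange both 180 min pairs, which turns a difference in label between arms into one in slope. The count of 5 therefore decides nothing. With the block the real split gave 89 genes. The 35 genes had a median dTAG to Ctrl ratio of label at 0 min of 0.482, against 0.933 over all genes tested. Their slope rests on the 0 and 180 min values, so choosing genes by slope favours such a low start. The gap therefore decides nothing about a general loss of label. In read counts 31 of the 35 were higher and 0 lower. Their median ratio went from 0.881 to 0.357 in Ctrl and from 0.422 to 0.448 in dTAG libraries, so it did not fall there. A lower start alone leaves the log slope as it was, and no cause of the missing fall was tested. In the YTHDC1 and ZCCHC8 lines, with 0 genes (195 and 147 unadjusted), 80 of 80 splits gave as many, which a count of 0 makes certain and which says nothing about chance.

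Xist label at 0 min was lower in dTAG libraries. After division by the library median the ratio was 0.933 in METTL3, within its SD of 1. The MAP ratio gave 0.800 ± 0.0289 there (SD, n = 2), below 1 in both replicates, but was not divided. In that line the median MAP value of expressed genes at 0 min was also lower in dTAG than in Ctrl libraries. It was 0.504 against 0.567 in replicate 1 and 0.462 against 0.571 in replicate 2. The undivided MAP ratio of Xist therefore does not speak against lower labelling of all RNA. Lower labelling of all RNA and a change of Xist itself cannot be told apart in METTL3. After division the ratio was 0.912 ± 0.0091 in YTHDC1 and 0.8845 ± 0.0311 in ZCCHC8, and set against genes of like Ctrl rate it was 0.930 ± 0.0075 and 0.915 ± 0.0023. The MAP ratio, again not divided, was also below 1 in both replicates of each, at 0.875 in ZCCHC8. Among the replicates of these lines, the median MAP value of expressed genes was lower in dTAG libraries only in ZCCHC8 replicate 2 (0.495 against 0.537). The library median T-to-C rate was higher in dTAG than in Ctrl libraries in YTHDC1 replicate 2 (4.62% against 4.53%). It was lower in YTHDC1 replicate 1 (4.19% against 4.69%) and in ZCCHC8 replicates 1 (3.94% against 4.61%) and 2 (4.20% against 4.61%). Ratios still below 1 after division, and against genes of like rate, argue against lower labelling of all RNA as the whole cause in these 2 lines. A part stays open. The fall of Xist was not extreme, at percentiles 17.54 to 27.6 of the genes of like rate, so it is not peculiar to Xist.

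Half-lives from the MAP ratio exceeded those from the T-to-C rate, at 404.8 ± 31.1 against 178 ± 15.5 min in METTL3 Ctrl (SD, n = 2). Conversions per unit of ratio fell over the chase in all 12 series, with 65.0% to 85.151% left at 180 min, in line with new reads that carry fewer conversions later in the chase. The half-life from the log-linear fit of the T-to-C rate was shorter in replicate 2 than in replicate 1 in all 6 line and arm series. From the MAP ratio, it was longer in replicate 2 in METTL3 Ctrl, METTL3 dTAG and YTHDC1 dTAG. The 0 and 90 min libraries gave the same 3 exceptions. A faster fall of label in all RNA of replicate 2 was seen in 5 of 6 series. The METTL3 dTAG series had 59.7% left in replicate 1 and 67.3% in replicate 2. A faster fall could thus explain most but not all of the shorter half-lives from the log-linear fit.

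Xist reads rose 1.4- to 3.37-fold from 0 to 180 min in the 12 series, and labelled Xist fell in 1 of them only (to 0.905 in METTL3 dTAG replicate 1). Genes with more label at 0 min rose more (rho 0.479 to 0.735 across genes, which are not independent replicates). If highly converted reads are lost, Xist should rise no more than genes of like ratio; it lay at percentiles from 88.02 to 99.44 in the 6 single Ctrl series. Averaged over these 6 series, Xist rose by 1.02 on the log2 scale, more than 95.71% of 303 genes of like ratio and conversions per read (median 0.43), and 2 other windows for conversions, run after this value was seen, gave 96.08 and 96.36. These genes carried fewer conversions per read than Xist (medians 2.02, 2.17 and 1.91 against 2.32). Among 1028 genes with at least as many conversions and at least as large a fall in them Xist lay at percentile 87.4. Unlabelled Xist rose 1.91- to 6.02-fold, which replacement of labelled by new RNA at a constant level would also give. With a complete chase, new Xist carries no label, so accumulation alone would not raise labelled Xist. Labelled Xist rose in all series but METTL3 dTAG replicate 1, up to 2.27-fold in YTHDC1 Ctrl replicate 1. This argues against accumulation as the whole cause if the chase was complete, which was not tested. Loss of reads, as a part or the whole, and continued accumulation of Xist as a part cannot be told apart.

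The median lincRNA change of 0.93 in the ZCCHC8 line lay above all matched protein-coding lists, of which the highest was 0.2294, which may reflect loss of NEXT activity. Across genes, the dTAG responses of METTL3 and ZCCHC8 correlated with rho 0.1621, of METTL3 and YTHDC1 with 0.122 and of YTHDC1 and ZCCHC8 with -0.0682. A shared response to dTAG-13 or handling could give the first, and the small values decide nothing. Zcchc8 in Ctrl was at 35.0 ± 6.60 CPM in the ZCCHC8 line against 71.2 ± 20.2 and 73.1 ± 24.0 CPM in the METTL3 and YTHDC1 lines (SD, n = 6), for which no explanation was tested.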
